A study of Homo sapiens with 12 samples. Its data were reported in "Histone Methyltransferase MMSET/NSD2 Alters EZH2 Binding and Reprograms the Myeloma Epigenome through Global and Focal Changes in H3K36 and H3K27 Methylation" (2014).

How the data were processed

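Total RNA of 4 KMS11 lines (WT, NTKO, TKO1 and TKO2) had been hybridised to Illumina HumanWG-6 v3 BeadChips, 3 arrays per line and 12 in all. Groups and replicate numbers were taken from the sample titles. The authors scanned the arrays and exported them with GenomeStudio, whose version is not given in the sources used here. The deposited scanner export holds, for 48803 probes, a background-subtracted intensity per array on a linear scale, not normalised between arrays and partly below 0, and beside it a detection p-value against negative control beads. A second deposited table holds the authors' processed intensity values, quantile normalised as judged from nearly identical percentiles in all 12 columns (medians 3.4 or 3.5). Its columns ranked probes as the export did. The number of bead measurements behind each value was not used here, and neither file names a slide, so no slide or date effect could be separated.

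The export was background corrected and quantile normalised with neqc in limma 3.58.1 under R 4.3.3, with control means and variances inferred from the detection p-values and an offset of 16, and taken to log2. Probes were named from the platform annotation through gene identifiers in RefSeq, whose table (assembly GRCh38.p14) served only for current names and for which genes neighbour each other. Of the probes 27578 had 1 gene (27541 found in RefSeq), 13 had several and 21212 had none. A probe was kept if its detection p-value lay under 0.05 on all 3 arrays of at least 1 line, which left 15596 probes, 12929 of them with 1 gene. Each gene was represented by its kept probe with the highest mean over all 12 arrays, giving 9857 genes. Of 2482 genes with several kept probes 794 were called in NTKO versus TKO, and for 7 of these another probe was called in the opposite direction. None of the 7 is named in the text. Of 32 called genes picked there by the naming rule below that had another kept probe, 5 had one that did not pass in the same direction, and of these HLA-DRB4 is named in the text.

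A linear model with 4 line means was fitted to all 12 arrays (lmFit, then eBayes with a trend and robust hyperparameters, statmod 1.5.0), so all lines shared 1 estimate of the spread. Contrasts were NTKO minus the mean of TKO1 and TKO2, the mean of WT and NTKO minus the mean of the TKO clones, NTKO minus WT, and TKO1 minus TKO2, two-sided, with Benjamini-Hochberg adjustment over 9857 genes and a threshold of 0.05. The methods of the study describe 6 arrays per side, whereas the labels give 3 NTKO arrays, which is why both the NTKO contrast and the contrast of WT and NTKO were made. For the call in all 4 pairs of an MMSET-high and an MMSET-low line the largest of the 4 two-sided p-values was adjusted. A gene whose 4 differences did not share 1 sign could not pass. NTKO minus TKO1 was correlated across genes with WT minus TKO2, pairs without a shared array, and expected overlaps are those of independent calls. "At least" marks a fold against a group with no array detected, computed against the lowest detected intensity of its arrays. Where some but not all arrays of a group were detected the fold is not a bound. TKO means and SDs are over 6 arrays.

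The comparisons, the following gene lists and most alternatives were fixed before the data were examined: H3K36 methylation enzymes, Polycomb complexes, neighbours of MMSET at 4p16.3, cell adhesion, plasma cell identity, B cell and germinal centre, MHC class II, markers of T and NK, myeloid, stromal and epithelial, and erythroid and megakaryocyte cells, cell cycle, cyclins and inhibitors of G1, MYC targets, BCL2 family, NF-kB targets, unfolded protein response, interferon response, Notch pathway, WNT pathway, HOX genes, glycolysis and hypoxia, cholesterol synthesis, reference genes, the genes the study measured by quantitative PCR as rising or falling with MMSET, and its lists of genes bound by EZH2 in NTKO only, in TKO only or in both, or raised by an EZH2 inhibitor in KMS11 or TKO. Of the symbols of the last 5 lists 2989 were current, 324 were older symbols that were matched, and 122 matched no gene. The list of genes the inhibitor raised in TKO was taken whole, with 960 members, although the text of the study counts more. Lists with at least 3 tested members (27 of 31) were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. With fry the p-value asks whether members move in 1 direction on balance, and its mixed p-value whether they change in either, and neither sets the list against other genes. No call rests on fry, and its values are not printed. Members were also adjusted over the list alone. Lists of ATF4 targets, endoplasmic reticulum chaperones and 3 surface markers of B cells were added after the data were seen, but before the values of their members were. Also added then were a fit of the TKO arrays alone with a replicate block, counts of list members and list tests with an estimated correlation without NTKO replicate 2, and the tests named in the closing section as chosen after the result.

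Genes named in the text were chosen by a rule: the target, FGFR3 and 15 genes the study names; for NTKO versus TKO the 10 largest changes each way among genes passing there and in all 4 pairs; for WT and NTKO versus TKO none beyond these; for NTKO versus WT and TKO1 versus TKO2 the 5 largest each way; and up to 4 members of each list with the largest change past the threshold. Uncharacterised genes were skipped. Genes at the ends of runs of neighbours are named to locate them.

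Same-numbered arrays of different lines were checked for shared deviations from their line means. Only for TKO1 and TKO2 did all 3 pairs correlate at 0.1 or more (0.1 to 0.505, other numbers −0.522 to 0.0717). Such a pairing was seen in the data and is not stated in the labels. The main fit does not use it, and the added fit of the TKO arrays with a replicate block does. The model was tested on simulated data with 200 changed genes of 9857. For NTKO versus TKO it recovered 19.4% of changes of 0.5, 82.1% of changes of 1 and 95.5% of changes of 2 log2 units with 4 false calls. For WT and NTKO versus TKO these were 40.3%, 88.1% and 100% with 9, for all 4 pairs 5.97%, 55.2% and 97% with 0, for NTKO versus WT 20.9%, 68.7% and 98.5% with 10, and for TKO1 versus TKO2 7.46%, 68.7% and 97% with 8. In the NTKO versus TKO simulation camera called a changed list (adjusted p = 9.53e-57) and 0 of 20 unchanged ones. The simulated noise was independent between genes and arrays and held no differences between clones. These simulations therefore do not test camera on correlated genes, nor false calls that arise from clones or from a deviating array. Alternatives covered the background correction, cyclic loess and median centring, the authors' processed values, the detection filter, probe rules, array weights, a replicate block, line as a random block, arrays averaged per line, fits of only the lines compared, single clones, each array left out, and a two-sample test at an unadjusted p of 0.002 as in the study's methods. Regroupings of the arrays, at most 100 per comparison, were refitted to count calls under other splits.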

Results

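Expression was measured in 4 lines of KMS11, a human multiple myeloma cell line whose t(4;14) translocation places 1 allele of MMSET under immunoglobulin heavy chain control. MMSET, now named NSD2, is a methyltransferase of histone H3 lysine 36. The parental cells (WT) carry both the wild-type and the overexpressed allele. In NTKO the wild-type allele was inactivated and the overexpressed one kept, so WT and NTKO are the MMSET-high lines. In TKO1 and TKO2, separate clones, the overexpressed allele was inactivated, so these are the MMSET-low lines. Each line was hybridised to 3 arrays, and 9857 genes were detected well enough to be tested. Mean probe intensity per array ran from 181 to 300, with 8832 to 9638 genes detected. The number of arrays limits the precision of every value below, and p-values measure only the spread between these arrays, since the labels do not say whether replicates came from separate cultures.

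Arrays of a line were alike except in NTKO. Correlations of log2 intensity across genes were 0.989 to 0.995 within WT, 0.986 to 0.988 within TKO1 and 0.985 to 0.989 within TKO2. TKO1 arrays correlated with TKO2 arrays at 0.977 to 0.99, a range that overlaps those within each clone. NTKO replicates 1 and 3 correlated at 0.994 with each other, whereas NTKO replicate 2 correlated at 0.941 to 0.945 with them and at 0.973 to 0.978 with the WT arrays. Gene counts of each comparison also stand without this array, and so do counts of list members where a count moved by over 1.5 times. Leaving out each array was planned, while members per list without this array were counted after the data were seen.

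The inactivated gene came first. NSD2 was 1.51-fold higher in NTKO (log2 intensity 6.25 ± 0.17, SD, n = 3) than in TKO (5.66 ± 0.23, n = 6), with WT at 6.34 ± 0.19 (n = 3). The NTKO minus TKO difference was 0.59 ± 0.17 (SE; limma, adjusted p = 0.0142), and WT minus TKO was 0.69 (adjusted p = 0.00839). NSD2 did not pass in all 4 pairs of an MMSET-high and an MMSET-low line (adjusted p = 0.268), and without NTKO replicate 3 the NTKO difference was 0.51 (adjusted p = 0.0853, in a range of 0.00954 to 0.0853 over the alternatives). Without the model-based background correction the NSD2 difference shrank to 0.38 (adjusted p = 0.0175), as it did on the authors' values (0.38, adjusted p = 0.0172). Of 4 NSD2 probes 1 passed the detection filter, and the sources used here do not say where it lies against the disrupted part of the gene, so it checks the labels only weakly. FGFR3, the receptor gene that the same translocation deregulates, lay at 13.2 in NTKO and 13.4 in TKO and did not pass (difference −0.19, adjusted p = 0.192), turning to 0.07 with median centring.

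**Figure D1:**
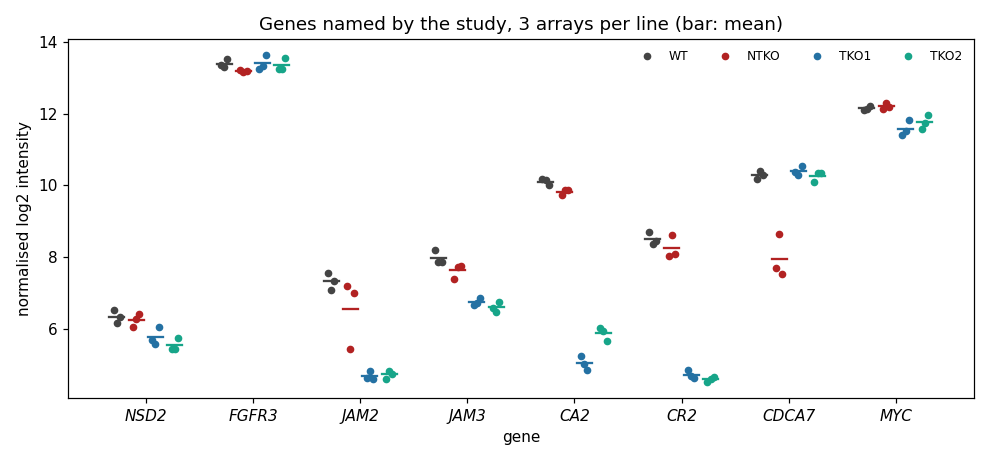
Normalised log2 intensity (y axis) of 8 genes that the study named (x axis), with 1 point per array and a bar at the mean of the 3 arrays of each line. CA2 lies at a mean of 9.83 in NTKO and 5.46 in TKO, while CDCA7 lies at 7.96 in NTKO but at 10.3 in both WT and TKO.

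Some of the genes that the study had named moved strongly, while others did not pass or were not detected. CA2, which encodes carbonic anhydrase II, was 20.7-fold higher in NTKO than in TKO (log2 4.37 ± 0.14, SE; adjusted p = 8.38e-12), though detected on only 4 of 6 TKO arrays. CR2, the complement receptor CD21, was detected on all 3 NTKO arrays and no TKO array and was at least 8.98-fold higher, a bound taken against the detection limit of the array. The junctional adhesion molecules JAM2 (at least 2.76-fold) and JAM3 (1.93-fold, log2 0.95 ± 0.15) were higher as well. These 4 genes, the list measured by quantitative PCR in the study as rising with MMSET, all passed in all 4 pairs, as did their list (camera, adjusted p = 3.6e-06, and adjusted p = 0.00535 with an estimated correlation). MYC was 1.45-fold higher (log2 0.54 ± 0.12, adjusted p = 0.00279). CDCA7, a nuclear protein induced by MYC, was lower in NTKO (log2 −2.38 ± 0.20, adjusted p = 2.86e-07), but WT lay at the level of TKO (WT minus TKO −0.03, adjusted p = 0.933). LTB, lymphotoxin beta, was detected on all 6 TKO arrays and no NTKO array, at least 2.01-fold lower in NTKO. DACH1, a transcription factor, was 2.00-fold lower (adjusted p = 0.000228; detected on 2 of 3 NTKO and 4 of 6 TKO arrays), with TKO1 1.90 above TKO2 and WT at 6.57 against 5.09 in NTKO. DLL4 was not detected in any line and not tested. EZH2, SUZ12 and EED, subunits of Polycomb repressive complex 2, did not pass (differences −0.07, −0.17 and −0.03), though SUZ12 passed without NTKO replicate 2 (−0.30, adjusted p = 0.0372) and those of EZH2 and EED turned positive without NTKO replicate 1 (0.01 and 0.06). The controls BTF3, SNX16 and GAPDH did not pass either (0.10, −0.27 and 0.05, the last turning to −0.04 without NTKO replicate 2). SNX16 also lay lower in WT than in TKO, just short of the threshold (limma, −0.46, adjusted p = 0.0502 over probes). Of 2 further tested GAPDH probes 1 was higher in NTKO (0.44, adjusted p = 0.00616 over probes) and 1 did not pass (0.29, adjusted p = 0.126). Second probes of CA2 (3.56, adjusted p = 4.44e-11 over probes) and MYC (0.67, adjusted p = 0.00112) passed as well. Further EZH2 probes lay at 0.18 and 0.26 and did not pass (adjusted p = 0.366 and 0.194 over probes). The study picked these genes on such cells, so they are not independent evidence of a direction.

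The comparison of NTKO with TKO asked what changes when the allele that is lost is the overexpressed one and not the wild-type one. The genes that rose most, among those passing in all 4 pairs, included RAB31, a GTPase of vesicle traffic (24.0-fold, log2 4.58 ± 0.19), TEX14, known from germ cell bridges (log2 4.32), and PLOD2, a lysyl hydroxylase that modifies collagen (15.4-fold). RAB31 and PLOD2 were detected on 2 of 6 TKO arrays, MTURN on 4, TEX14 on 5 and P2RY10 on 2 of 3 NTKO arrays, so these sizes rest partly on undetected values. LARP6, which binds collagen mRNA (at least 13.1-fold), and the potassium channel subunit KCNS3 (at least 9.76-fold) were off in TKO and on in NTKO, as were SHTN1, which shapes axons (at least 9.78-fold), and RETREG1, a receptor for autophagy of the endoplasmic reticulum (at least 8.12-fold, and by more without NTKO replicate 2). CA2, THAP10 (log2 3.91, 4.61 without NTKO replicate 2) and MTURN (14.3-fold) completed the 10 largest increases. The genes that fell most included 6 of MHC class II, with HLA-DPA1 at least 65.9-fold lower, followed by JCHAIN, the joining chain of secreted IgM and IgA (42.2-fold, log2 −5.40 ± 0.13), and LRRC26, a potassium channel subunit (log2 −5.36 ± 0.20). WIPF1, an actin regulator of blood cells (18.1-fold), and P2RY10, a lysophospholipid receptor of lymphocytes (13.7-fold), completed the 10 largest decreases. Further probes of LARP6 (at least 4.16-fold), KCNS3 (at least 4.74-fold), RETREG1 (at least 3.25-fold), PLOD2 (at least 1.44-fold and 1.02-fold), LRRC26 (at least 1.52-fold), WIPF1 (log2 −3.58 and −1.31) and P2RY10 (−2.48) passed in the same direction with smaller sizes. In all, 1530 genes rose and 1407 fell by limma, 575 and 266 of them over 2-fold. Without NTKO replicate 2 the count went from 2937 to 5060, of which 2825 genes were shared, and without NTKO replicate 1 or 3 it was 1858 or 1817.

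Some of the changed genes were neighbours that shifted together. Windows of 31 neighbouring tested genes were compared with shuffled gene orders, and 11 runs of genes stood out in NTKO minus TKO. The 71 genes from P2RY10 to NKRF had a median of 0.56 (WT minus TKO 0.22), with 39 rises and 2 falls, although P2RY10 itself fell. The 103 genes from RBP5 to RND1 had a median of 0.42 (WT minus TKO 0.33) with 48 rises and 9 falls, and the 107 from GPRC5C to TBCD, which include the Polycomb gene CBX2, a median of −0.63 (WT minus TKO −0.31) with 5 rises and 66 falls. The 77 genes from SUCLA2 to IRS2, DACH1 among them, had a median of −0.54 in NTKO minus TKO but 0.02 in WT minus TKO. The 11 runs held 6.7% of the placed genes and 358 of the 2937 calls (12.2%), and their medians kept their sign under each scaling tried. Because the runs were picked on these same differences, a larger share of calls than of genes is built in.

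**Figure D2:**
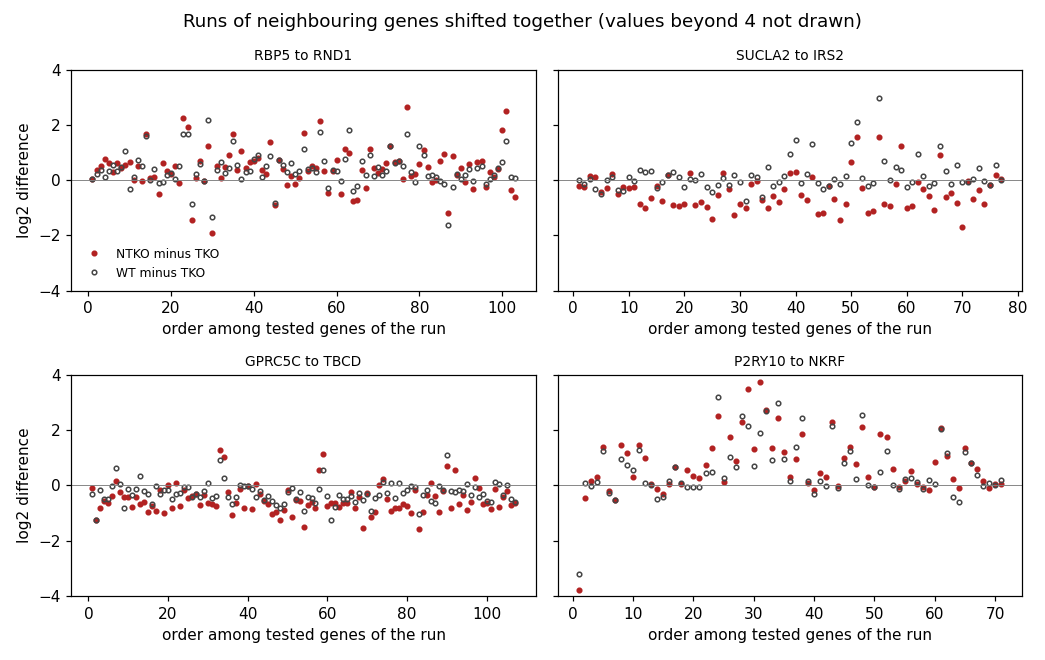
Log2 difference (y axis) of the tested genes of 4 runs of neighbours in the order of their positions (x axis), with filled points for NTKO minus TKO and open points for WT minus TKO. In the run from SUCLA2 to IRS2 the NTKO differences have a median of −0.54 and the WT differences one of 0.02.

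**Figure D3:**
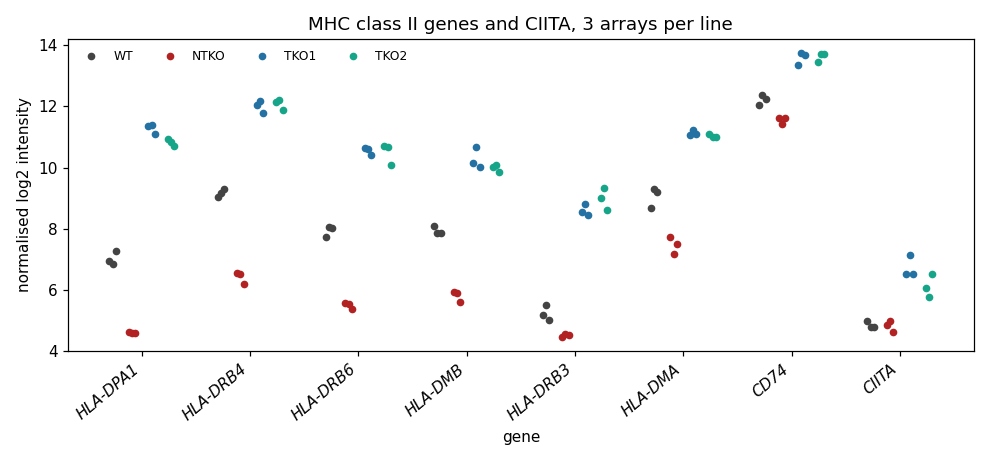
Normalised log2 intensity (y axis) of 7 MHC class II genes and CIITA (x axis), 1 point per array. HLA-DPA1 had a mean of 11.1 in TKO, 7.03 in WT and 4.60 in NTKO.

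MHC class II genes, which present antigen to helper T cells, were the group with the largest change. All 12 tested members fell in NTKO against TKO (12 also adjusted over the list alone), with a median log2 difference of −3.34 (camera, adjusted p = 2.68e-20, and adjusted p = 0.00178 with an estimated correlation). HLA-DRB4 was 49.4-fold, HLA-DRB6 32.5-fold, HLA-DMB 20.2-fold and HLA-DMA 12.3-fold lower, and HLA-DRB3 at least 13.7-fold lower. Of 2 further HLA-DRB4 probes 1, detected on all 12 arrays, did not pass (−0.27, adjusted p = 0.276), and 1 was at least 8.12-fold lower. A second HLA-DRB6 probe was at least 10.7-fold lower. Probes for HLA-DRB genes can share sequence. Each gene still entered the counts and list tests as its own member, so these make no allowance for shared sequence. CD74, the invariant chain that guides class II molecules, was 4.17-fold lower (log2 −2.06 ± 0.11), and CIITA, the transactivator of class II genes, at least 2.65-fold lower (adjusted p = 1.53e-05). In WT minus TKO all 12 were lower too, with a median of −2, and 11 of the 12 passed in all 4 pairs.

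Other genes of B cell and plasma cell identity moved in both directions. Of 22 plasma cell identity genes 4 rose and 8 fell (5 and 8 adjusted over the list alone): CD38, a surface cyclase of plasma cells, was at least 5.34-fold higher, while TNFRSF13B, the BAFF and APRIL receptor TACI, was at least 10.5-fold lower and CCR10, a homing receptor of plasma cells, at least 2.89-fold lower. The list was not called by camera (adjusted p = 0.214). Among 14 B cell and germinal centre genes 3 rose and 5 fell (3 and 5 adjusted over the list alone), with BACH2, a repressor of plasma cell differentiation, 3.41-fold higher, and camera made no call (adjusted p = 0.286). The B cell list gave 5 rises and 4 falls without NTKO replicate 2. Second probes of BACH2 (0.89) and EPCAM (0.80), the latter an adhesion gene, rose by less than those used here. TACI, CCR10 and BACH2 did not pass in all 4 pairs.

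Adhesion and Notch genes changed in both directions, and neither list was called. Of 29 cell adhesion genes 9 rose and 6 fell (11 and 7 adjusted over the list alone). N-cadherin (CDH2) was 8.65-fold higher in NTKO (log2 3.11 ± 0.16), and in WT minus TKO the difference was 3.49. The epithelial adhesion molecule EPCAM was 6.93-fold higher, and ITGAL, the alpha chain of the leukocyte integrin LFA-1, at least 5.25-fold lower. The adhesion list was not called (camera, adjusted p = 0.444). Of 18 Notch pathway genes 3 rose and 7 fell (4 and 8 adjusted over the list alone; camera, adjusted p = 0.141). The ligand DLL3 was at least 5.98-fold lower, the effector HEY1 3.96-fold lower and the receptor NOTCH1 lower (log2 −1.38, detected on 2 of 3 NTKO arrays), whereas the related effector HEY2 was at least 6.18-fold higher. DLL3 was an NTKO difference, with WT 0.50 above TKO (adjusted p = 0.0598).

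The replicates of NTKO parted on some genes of growth, survival and stress. Of 37 MYC targets 2 rose and 10 fell (2 and 11 adjusted over the list alone), among them the transferrin receptor TFRC (3.41-fold lower, adjusted p = 0.00242; 5.51-fold without NTKO replicate 2). The MYC list was called at the threshold (camera, adjusted p = 0.0498, and adjusted p = 0.834 with an estimated correlation), and leaving out any array other than WT replicate 3 or NTKO replicate 2 ended the call (0.0509 to 0.374). The list median lay at −0.92 and −0.82 against the WT mean on NTKO replicates 1 and 3 and at 0.27 on replicate 2, and without replicate 2 the members gave 3 rises and 26 falls (camera, adjusted p = 1.05e-07, and adjusted p = 0.00215 with an estimated correlation). In the BCL2 family, which governs apoptosis, 7 of 17 members rose and none fell (7 adjusted over the list alone), with the death-promoting BIK 2.02-fold higher (adjusted p = 0.000502; detected on 4 of 6 TKO arrays). PMAIP1 rose by a log2 difference of 2.14 (adjusted p = 0.000732; 2.86 without NTKO replicate 2) and BCL2 itself by 1.30 (adjusted p = 8.83e-05). The BCL2 call (camera, adjusted p = 0.0498, and adjusted p = 0.196 with an estimated correlation) ended in the same way when any array other than WT replicate 3, NTKO replicate 2, TKO1 replicate 1 or TKO2 replicate 2 was left out (0.0506 to 0.077). The family gave 8 rises and 2 falls without NTKO replicate 2 (camera, adjusted p = 0.0214, and adjusted p = 0.0719 with an estimated correlation). Both calls also ended without the background correction (0.0518), on the authors' values (0.0515) and with a stricter detection filter (MYC 0.0813, BCL2 0.155), and that of BCL2 with a replicate block (0.0567) and cyclic loess (0.0598). Of 27 unfolded protein response genes 2 rose and 9 fell (4 and 9 adjusted over the list alone), with the endoplasmic reticulum chaperone HSPA5 2.10-fold and its partner SDF2L1 2.02-fold lower. Larger rises were those of the stress regulators ATF3 (5.41-fold) and TRIB3 (4.00-fold), which came from NTKO replicates 1 and 3: without replicate 2 they were 13.7-fold and 8.21-fold, and without replicate 1 or 3 neither passed (0.0861 to 0.126). ATF3 also failed with median centring (0.0581) and both failed without the filter on dim probes (0.0755 and 0.0555). That list had a positive median (0.14) and mean but a downward test that made no call (camera, adjusted p = 0.685), and without NTKO replicate 2 it gave 13 rises and 10 falls.

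Gene lists from other experiments of the study on these cells set the arrays beside Polycomb binding. Of the tested genes whose promoters bound EZH2, the Polycomb methyltransferase, in TKO alone, 76 rose in NTKO, 7 fell and 31 did not pass (81 and 7 adjusted over the list alone), CR2 and MTURN among the rises. Their median difference was 0.91 (camera, adjusted p = 1.55e-21, and adjusted p = 1.51e-05 with an estimated correlation), and without NTKO replicate 2 they gave 89 rises and 11 falls. Of 282 genes bound in both lines 115 rose and 21 fell (119 and 25 adjusted over the list alone; camera, adjusted p = 1.73e-09, and adjusted p = 0.00018 with an estimated correlation). Of 398 genes bound in NTKO alone 81 rose and 78 fell (84 and 87 adjusted over the list alone), with a median of −0.02 and no call (camera, adjusted p = 0.88). Genes that an EZH2 inhibitor had raised in TKO cells were higher in untreated NTKO, with 172 rises and 12 falls in 280, CA2 and RAB31 among the rises (185 and 12 adjusted over the list alone; camera, adjusted p = 7.16e-30, and adjusted p = 0.00018 with an estimated correlation). Those raised in parental KMS11 gave 52 rises and 22 falls in 136 (53 and 25 adjusted over the list alone; camera, adjusted p = 0.0127, and adjusted p = 0.0242 with an estimated correlation). That call ended without the filter on dim probes (0.128) and with a stricter one (0.21). Only members past the detection filter were tested, so a member silent in TKO was tested only if WT or NTKO expressed it. This can raise the share of rises, and the counts and list tests make no allowance for it. These lists were drawn from the same lines by the same study and are not independent evidence.

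The comparison of WT and NTKO with TKO1 and TKO2 drew on every array. CA2 (log2 4.51, adjusted p = 6.68e-13), CR2 (at least 9.83-fold, adjusted p = 2.33e-11) and CDH2 (3.30, adjusted p = 5.78e-11) were higher in the 6 MMSET-high arrays, and JCHAIN was lower (−3.06, adjusted p = 1.64e-11), by −5.40 in NTKO but −0.71 in WT against TKO. CDCA7 passed as well (−1.21, adjusted p = 3.57e-05), from the NTKO arrays, since WT lay at the level of TKO. In this comparison 1498 genes were higher and 1263 lower (limma), and 2761 became 4641 without NTKO replicate 2, with 2755 shared. Median centring gave 1629 higher and 590 lower, a share of 73.4% higher against 54.3%. The stricter demand that a gene pass in all 4 pairs of lines, in 1 direction, left 380 higher and 110 lower genes (747 in total without NTKO replicate 2, with 482 of the 490 shared). Those are 24.8% of the rises and 7.82% of the falls of NTKO against TKO. Of the lists, 6 were called, each also with an estimated correlation. Without NTKO replicate 2 there were 8, with the MYC targets (adjusted p = 0.000387, and adjusted p = 0.0121 with an estimated correlation) and the BCL2 family (adjusted p = 0.0139, and adjusted p = 0.0581 with an estimated correlation) added. The BCL2 family, at 0.0567 with all arrays, was also called with median centring (0.042), without the filter on dim probes (0.0174) and without TKO1 replicate 1 (0.0447) or TKO2 replicate 2 (0.047). The MHC class II genes gave 12 falls in 12 (median −2.56, adjusted p = 5.95e-21, and adjusted p = 0.00159 with an estimated correlation), and the EZH2 targets of TKO alone 84 rises and 3 falls with 27 genes not passing (adjusted p = 1.57e-27, and adjusted p = 5.69e-06 with an estimated correlation). Genes raised by the EZH2 inhibitor in TKO gave 202 rises and 7 falls in 280 (adjusted p = 1.19e-38, and adjusted p = 7.89e-05 with an estimated correlation). These 2 lists without NTKO replicate 2 gave 93 rises and 8 falls, and 222 rises and 14 falls. Here too only members past the detection filter were tested, which can raise the share of rises.

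**Figure D4:**
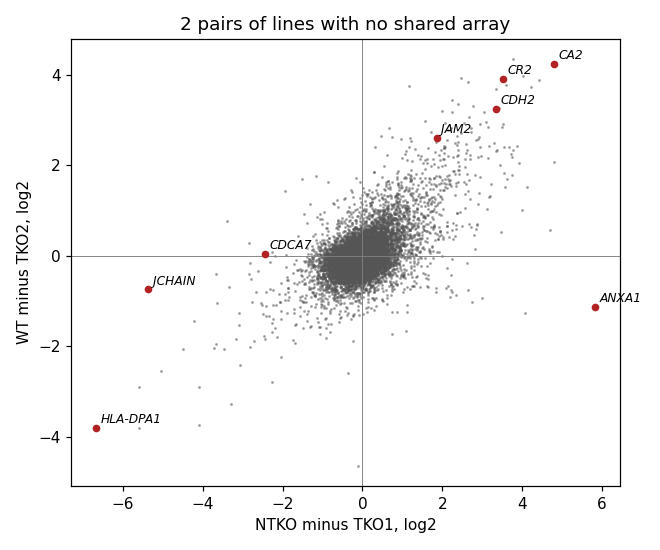
Log2 difference of NTKO minus TKO1 (x axis) against WT minus TKO2 (y axis), 1 point per gene for 9857 genes, with 8 genes named. The pairs share no array, and the correlation across genes was 0.614.

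Pairs of lines that share no array were set against each other. CA2, CR2, CDH2 and JAM2 lay high in both NTKO minus TKO1 and WT minus TKO2, and HLA-DPA1 low in both, while ANXA1 lay high in the first alone. Across genes, which are not independent replicates, Pearson's r was 0.614 (jackknife SE 0.12 over the 12 arrays) and Spearman's rho 0.447. Both pairs called 578 genes higher, where independent calls would share 116, and 226 lower, where they would share 49.8, and 33 genes were called in opposite directions. The other pairing, NTKO minus TKO2 against WT minus TKO1, gave r = 0.683 and rho = 0.508, with 571 shared rises, 252 shared falls and 8 opposite calls. NTKO minus WT against TKO1 minus TKO2, pairs with like MMSET status, gave r = −0.148.

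NTKO and WT both keep the overexpressed allele, and their comparison asked what else differs. ANXA1, the phospholipid-binding annexin A1, was 40.6-fold higher in NTKO (log2 5.34 ± 0.47, SE; adjusted p = 1.17e-05), and the homeodomain protein HOPX was 17.9-fold higher (log2 4.16 ± 0.29). SNTB1, a syntrophin of the membrane skeleton (8.60-fold), the keratin KRT80 (7.07-fold) and the chemokine CCL3 (6.04-fold) followed. ANXA1 was detected on 2 of 3 WT arrays and HOPX and KRT80 on 1, so their folds rest partly on undetected values. A second HOPX probe was higher by less (0.93, adjusted p = 0.0318 over probes). Without NTKO replicate 2 ANXA1 was 72.2-fold, SNTB1 16.9-fold and CCL3 higher by a log2 difference of 3.33. JCHAIN was 25.7-fold lower (log2 −4.69 ± 0.15, adjusted p = 4.54e-11), DLL3 at least 8.48-fold, TNFRSF13B at least 7.92-fold and the synapse protein SYNDIG1 at least 5.82-fold lower. HLA-DRB4 was 6.74-fold lower by 1 probe but not by another that was detected on all 3 arrays of both lines (0.05, adjusted p = 0.902). A further HLA-DRB4 probe (−0.32, adjusted p = 0.355) was undetected in both lines and could not show a difference. Of the MHC class II genes 8 of 12 fell (8 adjusted over the list alone; camera, adjusted p = 3.64e-10, and adjusted p = 0.0606 with an estimated correlation), and without NTKO replicate 2 they gave 1 rise and 8 falls (camera, adjusted p = 4.05e-05, and adjusted p = 0.304 with an estimated correlation). Of 37 MYC targets 2 fell and none rose (8 and 1 adjusted over the list alone; camera, adjusted p = 0.000381, and adjusted p = 0.76 with an estimated correlation), and without NTKO replicate 2 the members gave 1 rise and 27 falls (camera, adjusted p = 2.77e-11, and adjusted p = 0.00192 with an estimated correlation). Of 20 cholesterol synthesis genes 2 fell, LSS and SQLE, which act in succession on squalene (4 adjusted over the list alone; camera, adjusted p = 0.0355, and adjusted p = 0.76 with an estimated correlation). Further LSS probes did not pass (−0.36 and −0.41, adjusted p = 0.213 and 0.253), and without NTKO replicate 2 the cholesterol list gave 1 rise and 5 falls. The cholesterol call ended without WT replicate 1 (0.0504), WT replicate 2 (0.0507) or NTKO replicate 2 (0.197), with a replicate block (0.051) and with a stricter detection filter (0.0634). In all, 345 genes were higher and 462 lower (limma), 273 over 2-fold. The total of 807 became 3714 without NTKO replicate 2, with all 807 shared, 338 or 288 without NTKO replicate 1 or 3, and 392, 319 or 315 without WT replicate 1, 2 or 3. Median centring gave 146 higher and 821 lower, a share of 15.1% higher against 42.8%, and moved the median of all genes to −0.185.

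**Figure D5:**
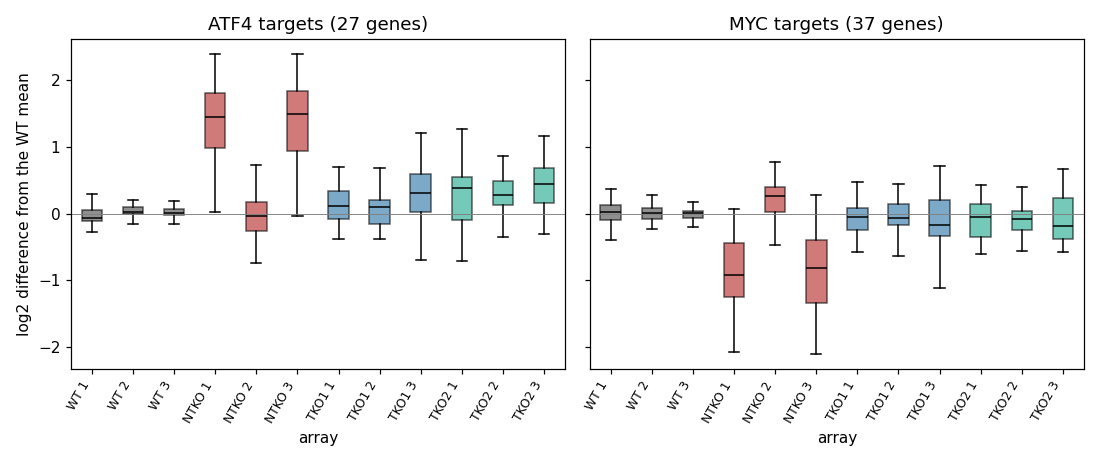
Log2 difference from the WT mean (y axis) of 27 ATF4 targets and 37 MYC targets on each of the 12 arrays (x axis). Boxes span the quartiles with the median as a line, whiskers reach the last value within 1.5 box lengths, and medians of the ATF4 targets lie at 1.44, −0.04 and 1.49 on NTKO replicates 1, 2 and 3.

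The MMSET-low clones differed little from each other. BCHE, butyrylcholinesterase, was detected on all 3 TKO2 arrays and no TKO1 array, at least 17.8-fold lower in TKO1 (adjusted p = 3.1e-10), and at least 8.57-fold by a second probe, which represents the gene when TKO2 replicate 3 is left out. COL9A2, a cartilage collagen chain (4.16-fold), and the transcription factor PLAG1 (3.96-fold) were also lower in TKO1, where they were detected on 1 and 2 arrays. TMSB15A, a thymosin (3.31-fold), passed, but not without TKO1 replicate 2 or 3 or TKO2 replicate 1 or 2 (adjusted p 0.0715 to 0.104), and the B cell receptor partner CD72 (3.08-fold, detected on 2 TKO1 arrays) passed, but not without any of the TKO1 arrays or TKO2 replicate 1 or 2 (0.0599 to 0.103). FAM174B (at least 5.59-fold), ADTRP (at least 4.86-fold), ADAMTSL2 (at least 3.38-fold), DACH1 (3.73-fold, detected on 1 TKO2 array) and the gelatinase MMP9 (3.63-fold) were higher in TKO1. In all, 56 genes were higher and 28 lower (limma). Of 20 cholesterol synthesis genes none passed (3 lower adjusted over the list alone), but the list as a whole lay lower in TKO1 (median −0.30; camera, adjusted p = 1.82e-07, and adjusted p = 0.188 with an estimated correlation). The unfolded protein response list also lay lower (median −0.24; camera, adjusted p = 0.0279, and adjusted p = 0.333 with an estimated correlation), a call that ended without TKO1 replicate 2 (0.073), TKO2 replicate 1 (0.0891) or TKO2 replicate 3 (0.0757), or with a stricter detection filter (0.0682). In the fit without NTKO replicate 2 the cholesterol list gave 2 falls and the unfolded protein response list 3. Same-numbered TKO arrays deviated together, and a fit of these 6 arrays with the replicate number as a block gave 441 genes, with all 84 among them. The count was 268 without NTKO replicate 2, 40 without TKO1 replicate 2 or TKO2 replicate 2, and 51 without TKO1 replicate 3 or TKO2 replicate 3.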

Values the study reported

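From its microarrays the study reported 522 genes with higher and 308 genes with lower expression in MMSET-high NTKO cells than in TKO cells. By chromatin immunoprecipitation it reported 10,581 EZH2 peaks in NTKO, at the promoters of 1,697 genes, and 5,516 peaks in TKO, at 953 genes. It counted 733 genes as bound in both, and 964 as bound in NTKO alone.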

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

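Tests of a parental array, of mixed RNA, of other cell types, of cross-hybridisation, of the NTKO state alone and of endoplasmic reticulum chaperones were chosen after the result was seen, while those of ATF4 targets, neighbouring genes, line pairings and other splits were written down before their results. The list of ATF4 targets itself was added once NTKO replicate 2 had been seen to stand apart.

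NTKO replicate 2 stood apart from NTKO replicates 1 and 3, and may have been collected in another culture state, a hypothesis found in these arrays. A parental array under an NTKO label is argued against by JCHAIN, which lay at 7.15 on it, at 7.34 and 7.09 on the other NTKO arrays and at 11.7 to 12.1 in WT, and 21.6% of the 97 genes that parted NTKO replicates 1 and 3 from WT by over 2 log2 units lay nearer to NTKO on it, 15 of the 24 lower genes but 6 of the 73 higher. Parental RNA mixed into the sample would give higher and lower genes a like share of the NTKO level, but these shares differed by 0.928. ATF4 targets, induced by amino acid and other stress, lay 1.44 and 1.49 above the WT mean on replicates 1 and 3 and −0.04 from it on replicate 2, a gap of at least 1.48, with the medians on replicates 1 and 3 above those of all 10000 random lists, and 19 of 27 were over 1 log2 unit higher on each of the first 2 against 0 on replicate 2. The higher of the chaperone medians on those arrays was −0.729, against stress of the endoplasmic reticulum that raises chaperones, and which state of NTKO is the usual one stays open, as does a further clone under the same name.

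MHC class II genes were lower in NTKO and WT than in TKO, and MMSET level is a candidate explanation that stays open, since 8 of 12 class II genes were also lower in NTKO than in WT (median −1.11; adjusted p = 3.64e-10, and adjusted p = 0.0606 with an estimated correlation), where the 1 NSD2 probe (−0.10, adjusted p = 0.792) does not settle whether MMSET differed. T, NK or myeloid cells in the TKO cultures are argued against. Only 3 of 41 markers of T, NK, myeloid and B cells (CD247, CD68 and CD79B) were detected on all 6 TKO arrays. Of these CD68 had a slightly higher mean in TKO (7.36 against 7.21 over NTKO and WT), and CD247 a lower one (5.71 against 7.17). The only B cell markers among the 41 were MS4A1 and CD79B, and CD79B had a higher mean in TKO (5.56 against 4.93). So few markers cannot exclude B cells, which stay open. In addition, 2 erythroid and megakaryocyte markers were higher in TKO than in NTKO. Cross-hybridisation between HLA genes as the whole cause is argued against by CD74 and CIITA, outside the HLA family, of which 2 of 2 passed as lower in all 4 pairs. These 2 genes cannot show whether probes of HLA-DRB genes read one another, which was not tested and stays open. The state of NTKO alone as the whole cause is argued against by WT, where the median difference from TKO was −2. Selection of clones with another class II level during gene targeting was not tested and stays open.

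Runs of neighbouring genes shifted together, and a copy number difference between the lines is a candidate explanation. It needed a window of 30 genes beyond shuffled orders, run with 31 so that each window had a middle gene, and 5 of 5 comparisons had one, the highest being 1.37 from ARMCX2 to MID2 in NTKO minus TKO, where 95% of shuffled orders stayed within 0.452. Between the TKO clones the 221 genes from TSR2 to VAMP7 had a median of 0.311, and between NTKO and WT the 81 genes from RCBTB2 to LAMP1 one of −0.595. A cluster of histone genes from H3C1 to H2BC14 also formed a run (median −0.451). Whether its genes, or those of the other runs, shifted by shared regulation or by copy number was not tested. Regional control of chromatin was not tested either, and these arrays hold no measure of DNA.

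Other results came up because NTKO minus TKO and WT minus TKO differed, by the test of NTKO against WT. Among study-named genes the NTKO difference exceeded or fell short of that of WT by −2.35 for CDCA7 and −1.48 for DACH1. Among the largest increases this was 2.28 for RAB31, 1.51 for THAP10, 1.62 for KCNS3 and 1.23 for SHTN1. Among the largest decreases it was −4.69 for JCHAIN, −2.75 for HLA-DRB4, −2.43 for HLA-DPA1, −2.43 for HLA-DRB6, −2.13 for HLA-DMB, −1.61 for HLA-DMA, −0.73 for HLA-DRB3, −2.67 for WIPF1 and −1.32 for LRRC26, with −0.66 for CD74. For surface and Notch genes it was −3.27 for TNFRSF13B, −0.95 for ITGAL, 1.84 for CD38, −3.62 for DLL3, 2.08 for HEY2 and −1.15 for HEY1 (both Notch effectors, in opposite directions). For metabolism, protein folding and growth it was −1.30 for LSS, −1.09 for SQLE, −1.35 for HSPA5, −1.09 for SDF2L1, −1.01 for CCNE1 and 1.53 for CDKN2B, and 1.23 for HOXB8. No NTKO array was detected for HLA-DPA1, HLA-DRB3, TNFRSF13B, ITGAL and DLL3, 2 of 3 were for DACH1, and no WT array for HOXB8, so these sizes rest on undetected values, and HLA-DRB3 in WT, at 5.23, lay near the detection limit. By NTKO against WT further probes did not pass for HLA-DRB4 (2 probes, 1 of them undetected in both lines), LSS (2), WIPF1 (1 of 2), PMAIP1 (1), BCL2 (1) and HEY1 (1, undetected in both lines).

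The TKO clones differed by −0.83 for CA2 and by 1.90 for DACH1 (TKO1 minus TKO2), with CA2 detected on 1 TKO1 array and DACH1 on 1 TKO2 array. The CA2 difference did not pass without the background correction (−0.52, adjusted p = 0.0975), with median centring (−0.76, adjusted p = 0.163), on the authors' values (−0.53, adjusted p = 0.0921) or without TKO1 replicate 2 or 3 or TKO2 replicate 1 or 2 (0.0925 to 0.0995), nor did that of a second CA2 probe (−0.46, adjusted p = 0.351). Of 2667 tested probes without a gene name, which no comparison used, 574 passed in NTKO versus TKO, 274 higher and 300 lower.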

How the results depend on the processing

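Scaling, the detection filter and the probe rule left the total counts of the 5 comparisons within 1.5 times. Counts of a single direction moved by more with median centring. Lower genes in WT and NTKO versus TKO went from 1263 to 590. In NTKO versus WT higher genes went from 345 to 146 and lower ones from 462 to 821. Array weights gave 5816 genes for NTKO versus TKO (2937), 4965 for WT and NTKO versus TKO (2761), 881 for all 4 pairs (490), 5434 for NTKO versus WT (807) and 239 for TKO1 versus TKO2 (84). The two-sample test at the study's threshold gave 1027 and 1225 for the first 2, and 1768 for the first after adjustment. With line as a random block 1506 genes passed in the second, with arrays averaged per line 495, and with WT alone against TKO 1744. With only the lines compared in the fit NTKO versus WT gave 214. Leaving out 1 array gave 1817 to 5060, 2270 to 4641, 387 to 747, 288 to 3714 and 40 to 268 genes in the order above, the highest always without NTKO replicate 2. NSD2 ranged from 0.51 to 0.68, with 0.379 without the model-based background correction and 0.384 on the authors' values, and the correlation of pairs without a shared array from 0.507 to 0.657. The contrast of TKO1 with TKO2 holds no NTKO array. There NTKO replicate 2 could act only through the shared estimate of the spread, the normalisation and the choice of tested genes. Which of these acted was not tested, nor was the cause of the other changes.

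The replicate number as a block within the TKO arrays gave 441 genes for TKO1 versus TKO2 and changed no other count by over 1.5 times (86 in the 12-array fit). Called lists in NTKO versus TKO went from 8 to 5 at a detection p under 0.01, with 6 to 8 as arrays were left out. In WT and NTKO versus TKO 6 became 9 without the filter on dim probes, with 6 to 8 as arrays were left out. In NTKO versus WT 3 became 0 with an estimated correlation. In TKO1 versus TKO2 2 became 6 with cyclic loess, 5 with median centring and 0 with an estimated correlation, and 1 to 3 as arrays were left out.

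Of the named genes, none that had passed turned its direction except vimentin (VIM), at 0.0403 in WT and NTKO versus TKO with median centring. FGFR3, not called, in NTKO versus TKO, turned to 0.0677 there. With 1 array left out GAPDH, also not called, ranged from −0.0440 to 0.10, EZH2 from −0.29 to 0.0691 (0.00886 without NTKO replicate 1 and 0.0164 without TKO1 replicate 2) and EED from −0.13 to 0.0558. Over the counts and leading values 207 alternatives stayed within 1.5 times with their call, 24 were weaker and 13 stronger. Over 301 named results 5255 alternatives kept direction and call, 431 lost the call, 1 gained it and 7 turned. Without the background correction 74 of the 301 named differences shrank by over 1.5 times in fold, 73 on the authors' values, and without NTKO replicate 2 20 grew by as much, all with their calls. Over 108 list results these were 2095, 44, 21 and 0. A block by slide was not run, as the files give no slide. Signal over background limits the account to the 9857 genes detected in at least 1 line, and to bounds where a line lacked detection.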

Other observations

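Lists not described above were not called in NTKO versus TKO, with or without NTKO replicate 2. Of 24 WNT pathway genes 6 rose and 1 fell (6 and 1 adjusted over the list alone), with the receptor FZD4 at least 2.62-fold and the ligand WNT10A 2.28-fold higher, both also in all 4 pairs (camera, adjusted p = 0.281 for the list). Of 30 glycolysis and hypoxia genes 7 rose and 2 fell (7 and 2 adjusted over the list alone), with the collagen prolyl hydroxylase subunit P4HA1 2.35-fold and hexokinase HK1 2.28-fold higher (adjusted p = 0.28). Of 15 cyclins and inhibitors of G1 3 rose (3 adjusted over the list alone), CDKN2B, which encodes the inhibitor p15, 2.21-fold (adjusted p = 0.505), and of 46 cell cycle genes 3 rose and 7 fell (2 and 7 adjusted over the list alone), cyclin E1 (CCNE1) being 1.98-fold lower (adjusted p = 0.88, with a positive median, 0.04, and a negative mean and test). Of 24 NF-kB targets 5 rose and 10 fell (6 and 11 adjusted over the list alone; adjusted p = 0.216), and of 20 cholesterol synthesis genes 1 rose and 3 fell (1 and 3 adjusted over the list alone), LSS being 3.08-fold and SQLE 1.98-fold lower (adjusted p = 0.444). Of 26 interferon response genes 6 rose and 4 fell (6 and 4 adjusted over the list alone; adjusted p = 0.828). Without NTKO replicate 2 several balances moved: the cell cycle list gave 12 rises and 9 falls, G1 genes 4 and 4, WNT genes 8 and 3, glycolysis and hypoxia 11 and 6, cholesterol synthesis 3 and 6, and interferon genes 10 and 6.

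Of 26 Polycomb genes 3 rose and 4 fell (3 and 4 adjusted over the list alone), PCGF1 being 1.83-fold higher and CBX2 1.78-fold lower (adjusted p = 0.828 for the list). Of 11 H3K36 methylation enzymes NSD2 rose and 1 fell (1 and 1 adjusted over the list alone; adjusted p = 0.828), and of 18 neighbours of MMSET at 4p16.3 2 rose and none fell (1 adjusted over the list alone; adjusted p = 0.928, with a negative median, −0.05, and a positive mean). Of 10 HOX genes 1 rose, HOXB8, at least 1.85-fold, and 1 fell (1 and 1 adjusted over the list alone; adjusted p = 0.828). Of 14 reference genes 1 rose and 1 fell (1 and 1 adjusted over the list alone; adjusted p = 0.828). Markers of other cells were rarely detected: of T and NK cell markers 1 was tested, CD247, 2.44-fold higher, of 2 myeloid markers none passed (1 adjusted over the list alone), 2 erythroid and megakaryocyte markers fell, and of 8 stromal and epithelial markers 1 rose and 1 fell (1 and 1 adjusted over the list alone; adjusted p = 0.761). Leaving out NTKO replicate 2, Polycomb genes gave 6 rises and 6 falls, H3K36 enzymes 1 and 2, the 4p16.3 neighbours 2 and 4, so that none falling there depended on that array, HOX genes 1 and 3, reference genes 2 and 3, and stromal and epithelial markers 3 and 1. The study's quantitative PCR genes falling with MMSET held 1 tested gene, CDCA7, which fell.

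Other splits of the arrays bear on chance, and 1 pairing test on clones. For NTKO versus TKO, fitted on 9 arrays, the real split gave 2393 genes and the highest of the other 83 splits, TKO1 against the rest, 22 (1 of 84 as large). Most arrays of a line resemble each other, so splits that mix lines could hardly match the gene count of a split between lines. A difference between single lines without regard to MMSET would give the same result, and this test cannot exclude it. For its lists 4 of 84 splits were as large (8 against 8 at most), which is just under 5%. For WT and NTKO versus TKO, 1 of 100 splits was as large (2252 genes against 120), but 44 of 100 were as large for lists (6 against 9), so chance is not excluded for that number of lists. In all 4 pairs 1 of 100 regroupings was as large (490 against 0). For NTKO versus WT (214 against 0) and TKO1 versus TKO2 (105 against 3) there are 10 splits, too few for a share under 0.05, and 1 of 10 was as large. Of the splits that part all 3 same-numbered TKO pairs the others gave at most 0. Clone differences without regard to MMSET cannot be told apart from its level with 4 lines: the other pairings of lines gave 338 and 252 genes against 2761.

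At the threshold of the study the two-sample test, here over 9857 genes, gave 623 higher and 404 lower genes for NTKO against TKO. With 6 arrays on each side, WT and NTKO against TKO, 437 were lower. In that test 788 were higher. That is higher than the value quoted from the study above. The study gives the quoted value for NTKO against TKO and for another set of genes. Its methods describe 6 arrays on each side, more NTKO arrays than the labels give. Which arrays stood behind the quoted value is therefore not known here, and the cause of the gap was not tested.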
